# Evidence of Extensive Alternative Splicing in Post Mortem Human Brain HTT Transcription by mRNA Sequencing

**DOI:** 10.1371/journal.pone.0141298

**Published:** 2015-10-23

**Authors:** Adam T. Labadorf, Richard H. Myers

## Abstract

Despite 20 years since its discovery, the gene responsible for Huntington’s Disease, *HTT*, has still not had its function or transcriptional profile completely characterized. In response to a recent report by Ruzo et al. of several novel splice forms of *HTT* in human embryonic stem cell lines, we have analyzed a set of mRNA sequencing datasets from post mortem human brain from Huntington’s disease, Parkinson’s disease, and neurologically normal control subjects to evaluate support for previously observed and to identify novel splice patterns. A custom analysis pipeline produced supporting evidence for some of the results reported by two previous studies of alternative isoforms as well as identifying previously unreported splice patterns. All of the alternative splice patterns were of relatively low abundance compared to the canonical splice form.

## Introduction

Huntington’s Disease (HD) is caused by a mutant huntingtin protein (htt) protein that contains a polyglutamine tract encoded by a trinucleotide CAG repeat in the first exon of the *HTT* gene. Despite twenty years of study following the discovery of *HTT* [1], the transcriptional species of the gene have not been fully characterized in human patients and the function of its encoded protein is incompletely understood. Alternative splicing (AS) occurs when different combinations of exons are spliced together before translation to protein. *HTT* is known to undergo AS in both humans and model organisms [2–5], but the extent of alternative splicing is not established. Recently, Ruzo et al [2015] report five new splice isoforms of the *HTT* gene using neuronally differentiated human embryonic stem cell lines. To investigate whether evidence for these isoforms is found in post mortem human brain, we analyzed a set of mRNA-Seq samples generated from prefrontal cortex (BA9) of 28 Huntington’s disease (HD), 29 Parkinson’s disease (PD), and 50 neuropathologically normal control brains (C) for alternative splicing. We constructed an *HTT* “superset” by concatenating all of the reads for all samples together in order to best characterize the constitutive splicing events across all conditions independent of disease, as well as concatenating samples within conditions to look for disease-specific effects. Using a custom analysis pipeline (see Methods) we observed previously reported splice forms and identified putative novel alternative splicing events in the spliced read patterns of the sequencing data. Nearly all alternative splice forms were very lowly abundant compared to the primary transcript pattern but confidently detected by multiple reads.

## Results

### Intronic reads are abundant and variable

The read pileup of the superset reveals extensive intronic transcription in specific regions of HTT, as shown in Fig 1A. 

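Messenger RNA from the prefrontal cortex (Brodmann area 9) of post mortem brains was selected by its poly-A tail and sequenced as 101 nt read pairs. The reads of each condition that aligned to HTT were merged by the authors into 1 set, so that there was 1 pool for C (50 brains), 1 for HD and 1 for PD (29 brains), with no replicates within a condition. The paper counts 28 HD brains and the series design text counts 29. The per-sample averages used 28, and most results were recomputed with 29. The authors trimmed the reads with sickle, aligned them to hg38 with STAR, assigned multimapped reads to 1 location with ORMAN, and deposited for each pool the raw number of aligned bases in each of the 67 exons and 66 introns of the canonical transcript. These counts are not normalized for library size. The C pool held 50551239 aligned bases, the HD pool 21200171 and the PD pool 23730105, equal to 1011025, 757149 and 818279 aligned bases per brain. Divided by the read length of 101 nt, these are 500507, 209903 and 234952 read equivalents, which were used as the depth in 95% intervals. Such intervals describe the sampling of reads in a pool and not the variation between brains, which the merged files do not hold.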

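Introns received 2995752 of the aligned bases in the C pool, which was 5.93% (Wilson 95% interval from read equivalents 5.86% to 5.99%). In the HD pool 1259179 aligned bases, or 5.94% (5.84% to 6.04%), were intronic, and in the PD pool 1298985, or 5.47% (5.38% to 5.57%). With all exons counted, the HD and C shares could not be told apart at this depth, and the PD interval lay below both. This order depends on the last exon, which held 58.8% of all aligned bases in C, 65.7% in HD and 67.7% in PD. Without it, exonic bases per brain in HD and PD were 0.601 and 0.614 times those in C. Intronic bases per brain were 0.751 and 0.748 times those in C. With the last exon left out, the intronic share was thus higher in HD and PD than in C. Introns make up 92.0% of the length of the gene from the first to the last exon. Average coverage per sample over all intronic bases was 0.384 in C, 0.289 in HD and 0.287 in PD, while over all exonic bases it was 70.9, 53.1 and 57.7. Intronic bases were concentrated in few places. In the superset, introns 9, 10, 12, 41, 49 and 58 together held 44.1% of the intronic bases (43.7% to 44.5%) in 7.60% of the intronic length, and intron 10 alone held 22.1% in 1.68% of the length. Weighting each intron by its coverage in place of its aligned bases gave 42.4% for the 6 introns, the largest shift among the alternatives. From the pileup in these regions, the paper takes the intronic reads as extensive transcription of specific parts of the gene.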

To better quantify the transcriptional abundance and compare among conditions, the canonical splice form of *HTT* (HTT-001) was used to define the splicing pattern and the number of aligned bases in each of the concatenated sets was counted separately for each exon and intron (hereafter called “features”). The number of aligned bases per feature was then divided by the length of the feature to arrive at the average read coverage within each condition, and then averaged over the number of samples in each condition, resulting in the average coverage per feature per sample. 

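Average coverage was computed from the deposited counts in the way the paper describes. Exon 67, for example, had 144 aligned bases per base position per sample in C, 121 in HD and 135 in PD, which stack to a superset value of 400. Exon 1 had 3.43 in C, 0.984 in HD and 1.66 in PD, the lowest exon in each condition, for a superset value of 6.07. The median exon had a coverage of 25.7 in C, 14.3 in HD and 11.5 in PD. For introns the medians were 0.202, 0.149 and 0.130. The highest intron was intron 58 in C, at 4.61, and intron 10 in HD and PD, at 4.52 and 3.63. The lowest was intron 4 in C at 0.0246, intron 5 in HD at 0.0122 and intron 28 in PD at 0.0119. No intron was without aligned bases in any pool. The smallest number was in intron 15, with 8 read equivalents in C, 2 in HD and 2 in PD. Each value came from 1 pool (no replicates).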

Fig 1B depicts this average read coverage for exons and introns. 

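Superset coverage of the 66 introns ranged from 0.0604 in intron 28 (72 read equivalents) to 12.6 in intron 10 (11818 read equivalents), a 210-fold range. The mean was 1.34 ± 2.18 (SD across the 66 introns), the median 0.524, and the lower and upper quartiles 0.204 and 1.83. The highest intron had 24.1 times the coverage of the median intron, and 21 of the 66 introns had a superset coverage above 1. Expressed relative to the mean of the 2 exons on either side, intron coverage ran from 0.108% in intron 28 to 41.3% in intron 10, with a median of 0.753%, and 26 introns were above 1%. The ratio of the highest to the median intron rose to 54.9 when introns were taken relative to their flanking exons, more than under any other alternative. The paper describes intronic transcription as highly variable from this spread along the gene.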

As seen in both subfigures, the level of intronic transcription is highly variable across the body of the gene. In particular, introns 9 and 10 show highly abundant transcripts nearly equal in depth to that of flanking exons. 

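Intron 9 lies on chromosome 4 of hg38 from 3121433 to 3122888 (1456 nt), and intron 10 from 3122937 to 3125548 (2612 nt). Superset coverage averaged over the whole of intron 9 was 4.49, from 2421 read equivalents, between 35.2 in exon 9 and 32.5 in exon 10. That was 13.3% of the mean of the 2 flanking exons (95% interval 12.6% to 14.0%). Intron 10 averaged 12.6, between 32.5 in exon 10 and 28.7 in exon 11, or 41.3% of its flanking exons (39.1% to 43.6%). These superset values sum the coverage per brain of the conditions. The superset of the paper's pileup instead joins the reads of all samples. Pooled in that way, intron 9 was at 12.8% and intron 10 at 38.3% of the flanking exons. By condition, intron 9 was at 11.4% of its flanking exons in C (10.7% to 12.3%), 14.0% in HD (12.5% to 15.6%) and 16.0% in PD (14.3% to 18.0%). Intron 10 was at 30.2% in C (28.2% to 32.4%), 57.3% in HD (50.6% to 64.8%) and 46.4% in PD (41.0% to 52.5%). In aligned bases per base position per sample, intron 10 was close in C and HD, at 4.498 and 4.518, and lower in PD, at 3.634. On this scale the gap in percent between C and HD lay in the exons. The scale is not adjusted for library size, however. The HD/C ratio of intron 10 was 1.00 where the median intron had 0.698, so intron 10 was high among the introns of HD. There were no replicates to set these differences against. Leaving the C pool out of the superset moved intron 10 the furthest, to 51.9%. The files hold 1 value per intron, so depth at single positions inside an intron, which Fig 1A shows, was not measured. From the pileup, the paper describes transcripts in both introns that come near the depth of the neighbouring exons.

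**Figure D1:**
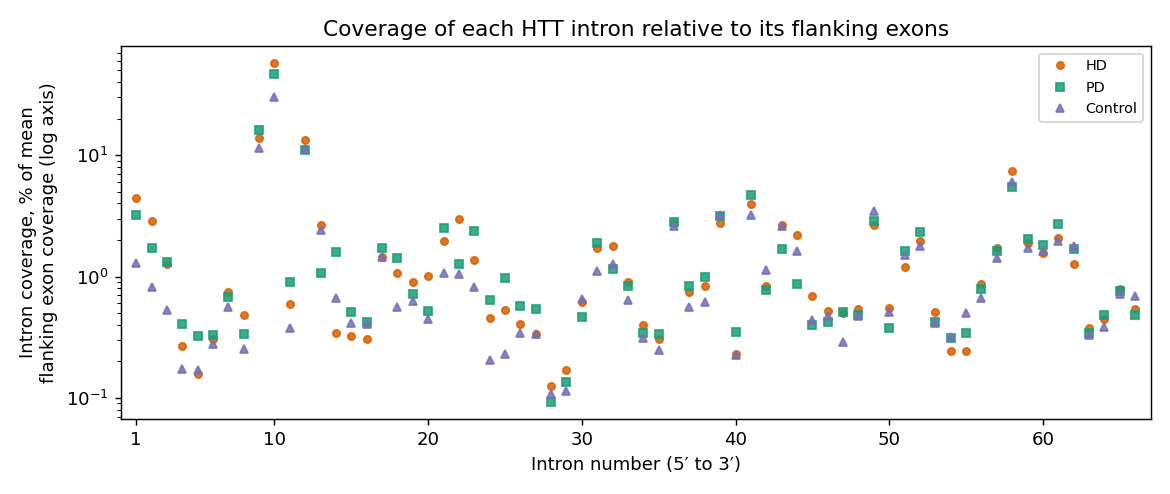
Average coverage of each of the 66 introns as a percent of the mean coverage of its 2 flanking exons, on a log axis, by intron number, with 1 point for each pool (HD circles, PD squares, control triangles; no replicates). Intron 10 is highest in each pool, at 30.2% in control, 57.3% in HD and 46.4% in PD.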

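Intron 11 (chromosome 4, 3125630 to 3127263) had a superset coverage of 0.162 from 94 read equivalents, 0.559% of its flanking exons (95% interval 0.456% to 0.685%). Intron 34 (3177388 to 3178297) had 0.152 from 52 read equivalents, or 0.344% (0.262% to 0.452%), and intron 35 (3178447 to 3180514) had 0.135 from 104 read equivalents, or 0.284% (0.234% to 0.344%). They ranked 55, 57 and 58 of the 66 introns in superset coverage, and each was above 0 in all 3 pools. Introns 57 to 66 ranged from 0.856 in intron 63 to 10.6 in intron 58. Their median was 2.70, against 0.430 for introns 1 to 56, and all 10 were above the median of all introns. As exon coverage also rises in this part of the gene, introns 57 to 66 were compared with their flanking exons as well. On that scale 6 of the 10 were above the median intron, the only alternative that changed the count by more than 1.5 times, and their median was 1.58% against 0.700% for introns 1 to 56. The paper sets the low introns against those downstream of intron 56 on the basis of their read depth.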

In contrast, other introns including 11 and 34–35 show very little evidence of transcription, while nearly every intron downstream of intron 56 shows some consistent read depth. We examined three other genes to better understand the prevalence of intronic read coverage and found similar trends (Supplement Material section S2).

**Fig 1:**
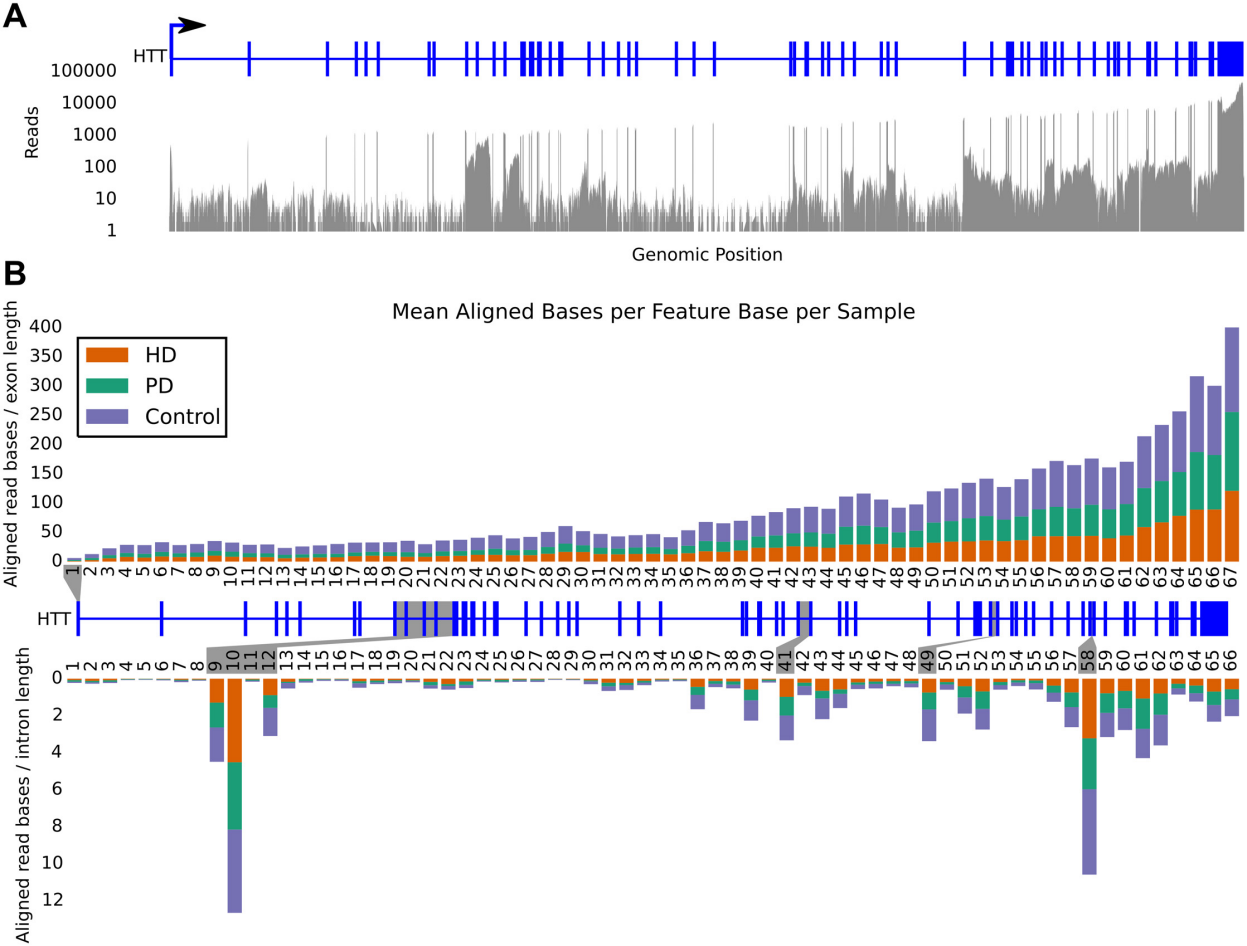
A) Read pileup of the superset reads showing coverage in exons and specific introns. Canonical HTT gene model is in blue. B) Relative contribution of reads from each disease dataset to the superset binned into exon (top) and intron (bottom) features. Each bar is the average number of covered bases per base position in the given feature divided by the number of samples in the corresponding condition. The canonical gene model lies between the bar charts. High intronic coverage is apparent in introns 9, 10, 12, 41, 49, and 58, highlighted in grey. None of the features are obviously biased toward any of the conditions. The rightward skew of counts is indicative of the poly-A selection method used in library prep.

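HTT lies on the plus strand of chromosome 4. In the deposited files the canonical transcript runs from 3074681 to 3243959 of hg38 and has 67 exons and 66 introns. The authors took it from GENCODE v21. In GENCODE v44, the version at hand, all 67 exon starts and 66 of the 67 exon ends were identical, and the last exon ended at 3243957, 2 nt earlier. The exons add up to 13474 nt and the introns to 155805 nt. Exons have a median length of 138 nt, the shortest being exon 10 with 48 nt and the longest exon 67 with 4114 nt. Introns run from 93 nt in intron 17 to 12251 nt in intron 2, with a median of 1548.5 nt. The coding sequence extends from 3074826 in exon 1, after 145 nt of 5′ UTR, to 3240056 in exon 67, of which the remaining 3903 nt are 3′ UTR. The CAG repeat is in the coding part of exon 1.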

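The 6 introns highlighted in Fig 1B were ranked by superset coverage among the 66 introns. Intron 10 was the highest at 12.6, followed by intron 58 at 10.6 and intron 9 at 4.49. Intron 49 was at 3.37 in place 6, intron 41 at 3.33 in place 7 and intron 12 at 3.097 in place 9. Thus 4 of the 6 were among the 6 highest introns. Intron 58 is only 134 nt long, and its value rests on 535 read equivalents, compared with 11818 for intron 10 (2612 nt), 4982 for intron 41 (4067 nt), 2775 for intron 12 (2319 nt), 2421 for intron 9 (1456 nt) and 1647 for intron 49 (1248 nt). Relative to the mean of their flanking exons, introns 10, 9, 12, 58, 41 and 49 were at 41.3%, 13.3%, 11.8%, 6.21%, 3.79% and 3.098%, in this order the 6 highest of the gene. All 6 named introns were thus counted on the relative scale, the largest change in the count under any alternative. The paper marks these introns as those with apparent high coverage.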

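The contribution of each condition to a bar was the coverage per sample of that condition as a percent of the superset value. Over the 67 exons, C contributed a median of 48.0% (range 36.1% to 56.5%), HD 26.7% (16.2% to 31.5%) and PD 24.8% (19.6% to 33.7%), and C had the largest part of every exon. Over the 66 introns the medians were 41.9% for C, 29.6% for HD and 28.5% for PD, and C was the largest in 49 introns, HD in 7 and PD in 10. In ratios of coverage per sample, HD/C had a median of 0.555 over exons and PD/C a median of 0.517, and all 67 exons were below 1 in both. Exon 1 had the lowest HD/C ratio, 0.287 (95% interval from read equivalents 0.235 to 0.351), and a PD/C ratio of 0.484 (0.413 to 0.567). Exon 2 followed in HD with 0.384 (0.290 to 0.507). The lowest PD/C ratios were in exon 16 at 0.354 (0.308 to 0.408), exon 24 at 0.379 (0.322 to 0.446) and exon 17 at 0.380 (0.335 to 0.432). Exon 67 was closest to 1 in both, at 0.837 (0.832 to 0.843) for HD and 0.933 (0.928 to 0.939) for PD. Ratios of at least 1.5-fold in either direction were found in 62 exons. After division by the median exon ratio of each condition the count was 3, the largest change of any alternative. Of these, only exon 1 was also among the 62, and the other 2 exons, at the 3′ end, were higher than C on that scale and within 1.5-fold per brain.

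**Figure D2:**
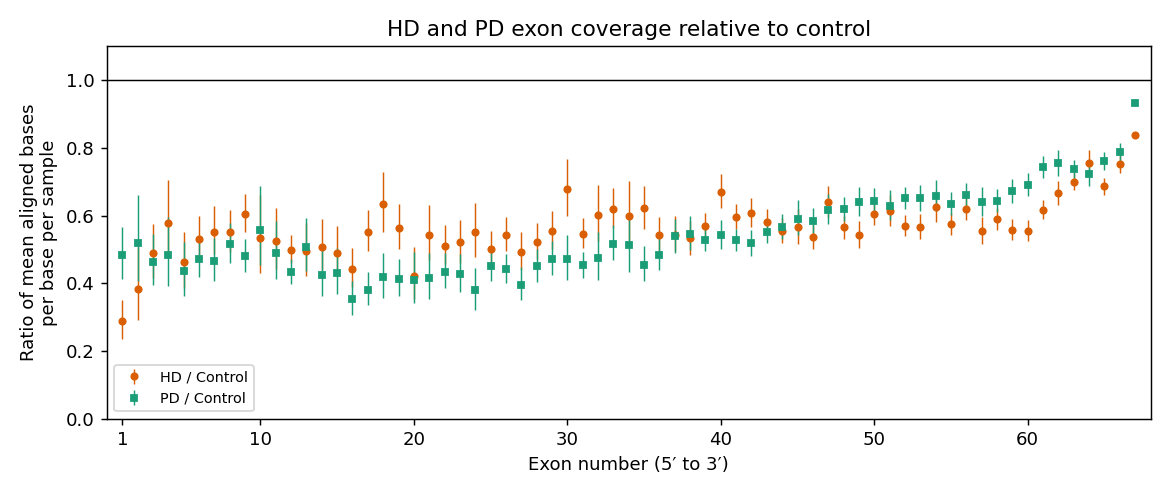
Ratio of the average coverage per sample in HD (circles) and PD (squares) to that in control, for each of the 67 exons by exon number; lines are 95% intervals from read equivalents within 1 pool per condition, and the horizontal line marks a ratio of 1. All points lie below 1, from 0.287 for exon 1 in HD to 0.933 for exon 67 in PD.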

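Among introns, HD/C had a median of 0.698 and PD/C a median of 0.683, and 43 of the 66 introns were past 1.5-fold in at least 1 of the ratios. Of these, 12 had a 95% interval that lay wholly past the threshold, and 6 when a read pair in place of a read was taken as the unit of depth, which was the alternative with the largest effect. The 5 introns with the largest ratios among those with at least 10 read equivalents in each pool were introns 55, 44, 43, 42 and 28, all lower than C. Intron 55 had an HD/C ratio of 0.289 (0.157 to 0.532) from 12 read equivalents in HD and 72 in C. Introns 44, 43 and 42 had PD/C ratios of 0.312 (0.195 to 0.497), 0.366 (0.213 to 0.628) and 0.369 (0.303 to 0.448), and intron 28 had 0.402 (0.208 to 0.776). The introns highlighted in Fig 1B had HD/C ratios from 0.437 in intron 49 to 1.00 in intron 10. With 1 pool per condition, none of the ratios could be tested against the variation between brains. The paper reads the bars as showing no obvious bias of any feature toward a condition.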

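Exon coverage rose along the gene in every condition. Spearman's rho between exon number and coverage over the 67 exons was 0.978 in C, 0.977 in HD, 0.967 in PD and 0.979 in the superset, and Pearson's r for log2 coverage was 0.960, 0.945, 0.960 and 0.960. Each of the 8 relations had a permutation p of 1e-05, the smallest that 100000 resamples can give, and a Benjamini-Hochberg adjusted p of 1e-05. These correlations are across exons of 1 gene, which are not independent replicates. Mean coverage of the last 10 exons was 97.7 in C, 67.5 in HD and 74.2 in PD, compared with 12.8, 6.72 and 6.23 in the first 10 exons. The last 10 exons thus had 7.63 times the coverage of the first 10 in C, 10.1 times in HD, 11.9 times in PD and 9.30 times in the superset. Exon 67, which holds the 3′ UTR, took 58.8% of all aligned bases in C, 65.7% in HD and 67.7% in PD. With 5 exons at each end in place of 10, the superset ratio was 15.3, further from the main value than any other setting. The paper attributes the skew toward the 3′ end to selection of the RNA by its poly-A tail.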

### Alternative isoforms appear throughout HTT at low relative abundance

Analysis of the spliced read pattern reveals extensive evidence of alternative splicing events in the HTT gene using the read superset. 85 splicing events total and 25 AS events involving 11 loci were discovered throughout the gene with a minimum of 10 splice read support for each AS event. The AS events suggest that the major alternative splicing types detectable with short sequencing reads exist, including alternative acceptor and donor splice sites, and exon skipping events, and that most alternative splice patterns exist in low-abundance transcripts (intron retention events cannot generally be detected with sequencing data due to long introns and short reads). A selection of splicing events are described in Table 1 and depicted in Fig 2, with additional figures in the supplement (S1 Text Figs A-K). The splice patterns shown in Fig 2 include both novel and previously observed isoforms of *HTT* from both human and mouse models. The patterns in Fig 2B, 2E and 2F support the splice forms HTT-d13, HTT-41b, and HTT-d46 reported in Ruzo et al. In C, the skipped exon 28 is consistent with an isoform identified in mouse and human [3] but is only seen in a splice pattern where exon 27 is also skipped. There is evidence for transcription in introns 9 and 10 in GENCODE v21 [6,7] transcripts HTT-006 and HTT-013, respectively, but the splice junction spanning exon 9 to the middle of intron 9 has not been previously observed. 

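In GENCODE v44, the annotation at hand, transcript HTT-202 is classed as a retained intron and has an exon from 3121228 to 3121712 on chromosome 4 of hg38, which covers exon 9 and the first 280 nt of intron 9, or 19.2% of that intron. Transcript HTT-209, also a retained intron, has an exon from 3122889 to 3123466, which covers exon 10 and the first 530 nt of intron 10, or 20.3% of it. The names HTT-006 and HTT-013 of GENCODE v21 do not appear in v44, and the transcripts were not matched to them. Superset coverage over the whole of each intron was 4.49 in intron 9 and 12.6 in intron 10, or 13.3% (95% interval 12.6% to 14.0%) and 41.3% (39.1% to 43.6%) of the flanking exons, from 1 pool per condition. The deposited counts have 1 value per intron, so coverage inside and outside the annotated part could not be separated. Against exon 10 alone, the upstream exon, intron 10 was at 38.9%, and against exon 11 alone it was at 44.02%. With the superset made from HD and PD only, intron 9 moved most, to 14.9%. Junction reads were not in the files analysed here. The paper takes the annotated transcripts as prior evidence for transcription in the 2 introns.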

The splice pattern in D is supported partially by the transcript HTT-011 but is annotated as a 3’ UTR in GENOCODE v21 where the splice junction reads suggest this alternative splicing event is an alternate donor site for a longer transcript. The exon skipping event from exon 40 to 42 in E appears to be novel. There is no prior evidence of an alternative donor splice site from exon 45 to 46 as observed in F.

**Fig 2:**
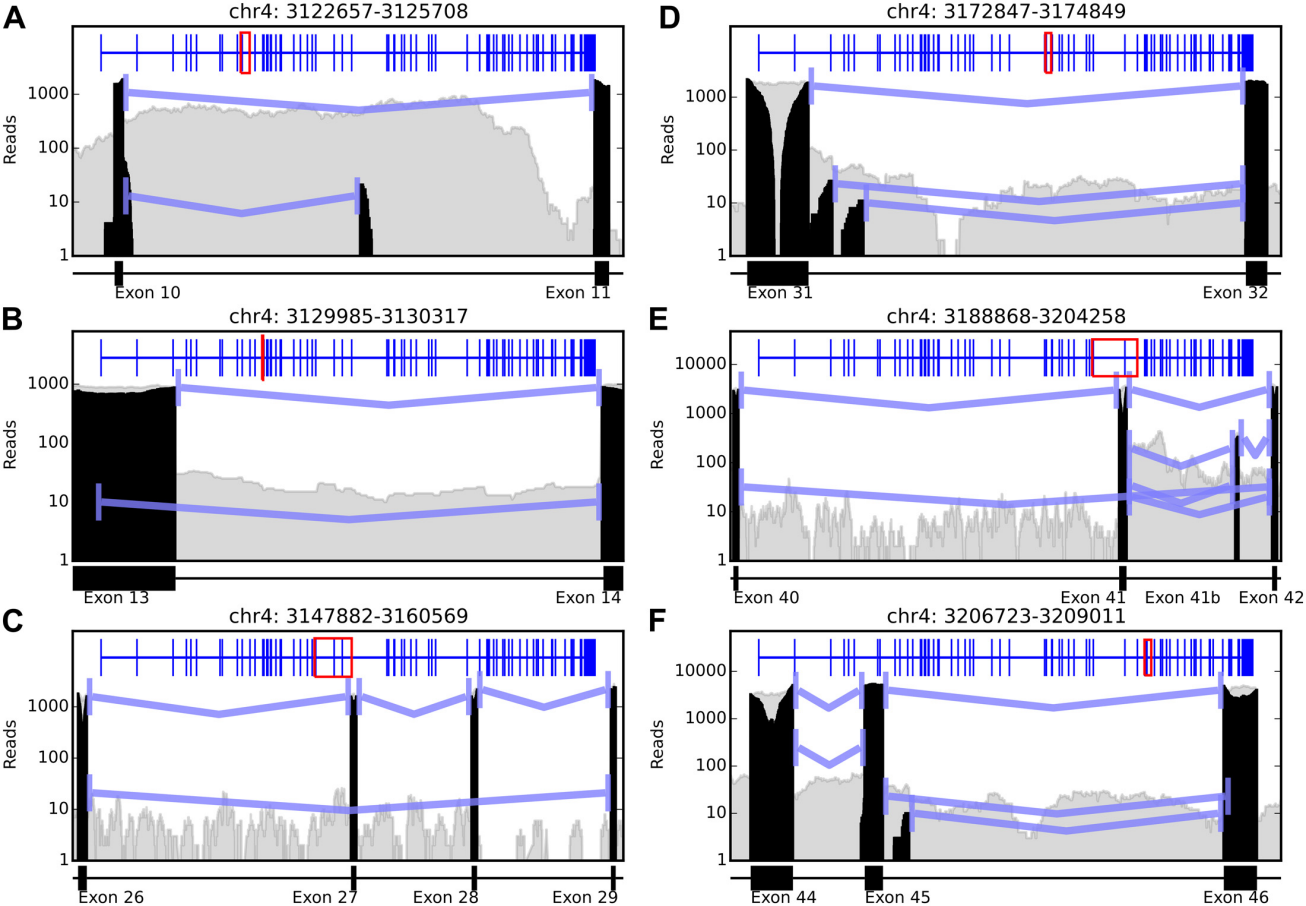
Splicing events detected in reads of both novel and previously reported splice forms. Grey areas indicate overall aligned read coverage in the region, black areas are the spliced reads that contribute to the splicing events. Blue lines indicate detected splicing events with a minimum of 10 supporting reads. The blue track across the top of all plots is the canonical HTT splice form, with red boxes indicating the position in the gene region displayed. Splicing patterns shown in B, E, and F support the spliceforms HTT-d13, HTT-41b, and HTT-d46 reported in Ruzo et al. In C, the skipped exon 28 is consistent with an isoform identified in mouse and human [Hughes JMB 2014] but, in these data, is only seen in a splice pattern where exon 27 is also skipped.

**Table 1:** Detected Alternative Splice Events.

Locus	Fig 2 Label	Splice coordinates	AS Type	Read Support	Previous Evidence
chr4:3,122,657–3,125,708	A	3,122,936–3,124,249	Acceptor	13	
		3,122,936–3,125,548	Canonical	1075	
chr4:3,129,985–3,130,317	B	3,129,999–3,130,304	Donor	10	Ruzo et al
		3,130,047–3,130,304	Canonical	874	
chr4:3,47,882–3,160,569	C	3,148,207–3,160,281	Skipped Exon	21	Hughes et al
		3,148,207–3,154,292	Canonical	1574	
chr4:3,172,847–3,174,849	D	3,173,131–3,174,720	Canonical	1619	
		3,173,218–3,174,720	Donor	23	
		3,173,331–3,174,720	Donor	10	
chr4:3,188,868–3,204,258	E	3,189,093–3,199,731	Canonical	2998	
		3,189,093–3,204,006	Skipped Exon	32	
		3,199,939–3,202,976	Added Exon	194	Ruzo et al
		3,199,939–3,202,981	Added Exon	34	
		3,199,939–3,204,006	Canonical	3069	
		3,199,939–3,204,009	Acceptor	20	
chr4:3,206,723,3,209,011	F	3,206,983–3,207,280	Canonical	3962	
		3,206,983–3,207,285	Acceptor	246	
		3,207,357–3,208,772	Canonical	3995	
		3,207,357–3,208,802	Acceptor	23	Ruzo et al
		3,207,466–3,208,772	Donor	10	

Twelve of the 25 alternative splicing (AS) events detected using the superset reads, as depicted in Fig 2. All AS forms are much less abundant than the canonical splice form. Read Support column lists the number of junction reads supporting the splice junction, with the percentage of total junction reads involved in this event listed in parentheses. The remaining events are included as processed data file GSE71191_all_merged_HTT.bed.gz in the GEO accession GSE71191.

## Discussion

The goal of this study was to seek and evaluate evidence for previously reported alternative *HTT* splicing events in our unique mRNA-Seq datasets from human control and patient post-mortem brains. We found evidence for some but not all of the splice forms reported in Ruzo et al. and Hughes et al., though the low relative abundance of the splice patterns in this dataset does agree with the low transcript abundance found in those studies. Without wet lab identification of isoforms exhibiting the AS events reported here, it is impossible to speculate on the potential coding consequences of these alterations to the canonical splice pattern of *HTT*, but such low abundance of the AS events may suggest they play a limited role compared to the full length protein in the HD or wild type context. In addition to the splice patterns, we also observed consistent intronic transcription in specific introns throughout the entire gene. 

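The same introns were high in each of the 3 pools. Intron 10 ranked 2 of 66 in C, 1 in HD and 1 in PD. Intron 58 ranked 1, 2 and 2, intron 9 ranked 3, 3 and 4, and intron 41 ranked 8, 5 and 7. Intron 49 ranked 4 in C, 9 in HD and 10 in PD, and intron 12 ranked 7, 6 and 13. Across the 66 introns, Spearman's rho of coverage was 0.955 between HD and C, 0.938 between PD and C, and 0.945 between HD and PD, with Pearson's r of log2 coverage at 0.964, 0.956 and 0.954. All 6 relations had a permutation p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 1e-05. Introns of 1 gene are not independent replicates. The introns highlighted in Fig 1B held 43.7% of the intronic bases in C, 47.0% in HD and 41.6% in PD. Without the HD pool, their share in the superset was 42.8%, and without the PD pool it was 45.1%. The paper describes intronic transcription as consistent in specific introns throughout the gene.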

While it is possible that some of the reads observed originate from unspliced pre-mRNA molecules, the non-random pattern of intronic coverage suggests that these events exist in mature mRNA transcripts. 

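Had the intronic bases been spread evenly over the intronic length, each intron would have had a superset coverage of 0.960. Instead 21 of the 66 introns were above this level and the other introns below it, with values from 0.0604 in intron 28 to 12.6 in intron 10. Neighbouring introns differed widely. Intron 10 (2612 nt) had a coverage of 12.6, while intron 11 (1634 nt), separated from it by the 81 nt of exon 11, had 0.162. The departure of read equivalents from an even spread had a variance 3156 times that of single reads placed at random. Relative to their flanking exons, 4 introns were above 5% and 7 above 3%, while the median was 0.753%. The ratio of the highest to the median intron was 24.1, and 29.0 when the C pool was left out, which was the largest shift from leaving out a pool. All values are from 1 pool per condition. From this uneven pattern, which it calls non-random, the paper proposes that the intronic sequence is present in mature transcripts. It allows that some of the reads may come from unspliced pre-mRNA.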

Even though there are 10 introns in the canonical splice form that are shorter than the average fragment length of the paired end reads (~300nt), due to the length of the reads (101nt paired end), it is difficult to verify the existence of retained introns with this data since reads spanning introns could originate from pre-mRNA. 

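By the feature coordinates of the deposited files, introns 13, 15, 17, 20, 32, 43, 44, 58, 62 and 65 of the canonical transcript are shorter than 300 nt. Their lengths are 257, 240, 93, 258, 146, 131, 297, 134, 166 and 208 nt, and intron 17 is the only one shorter than a 101 nt read. These 10 introns held 2.42% of the intronic bases in the superset. Their coverage ranged from 0.119 in intron 15 to 10.6 in intron 58, with a median of 1.099, while the other 56 introns had a median of 0.487. Relative to the flanking exons the medians were 1.54% and 0.663%. A limit of 250 nt gave 7 introns, and a limit of 350 nt gave 10. Because reads of 101 nt that cover an intron can also come from pre-mRNA, the paper holds that retained introns are difficult to verify from such reads.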

We therefore did not attempt to estimate the frequency of intron retention events.

It is difficult to confidently assess differential splice pattern usage between conditions from these data. 

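The depth of a single brain can be approximated only as the average over its pool. An average C brain contributed 10010 read equivalents to HTT, an average HD brain 7497 and an average PD brain 8102. Of these, the first 10 exons received 162 read equivalents per brain in C, 84.3 in HD and 78.3 in PD, and the last 10 exons 7129, 5756 and 6402. Exon 1 had 691 read equivalents in the whole C pool, 111 in HD and 194 in PD. Mean coverage of the first 10 exons was 12.8, 6.72 and 6.23, and of the last 10 exons 97.7, 67.5 and 74.2. In the superset the ratio of the last to the first 10 exons was 9.30, and it was 15.3 with 5 exons at each end. The paper traces the scarcity of reads in the 5′ region to poly-A selection.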

The poly-A selection technique used to isolate mRNA molecules for sequencing results in 3’ bias of transcript sequencing coverage and very few reads mapping to the 5’ region of *HTT* for individual samples. The low coverage across the features of most of the gene makes statistical differentiation between feature usage challenging. 

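Of the 133 features, 55 had an average of fewer than 10 read equivalents per brain in C, 72 in HD and 78 in PD. Among these were 3 exons in C, 16 in HD and 22 in PD, and 52, 56 and 56 introns. The median exon had 37.4 read equivalents per brain in C, 20.6 in HD and 17.6 in PD, and the median intron 2.86, 2.39 and 1.87. Fewer than 1 read equivalent per brain was found in 17 introns in C, 21 in HD and 23 in PD. The pools gave more precise ratios than 1 brain could. Of the 62 exons with an HD/C or PD/C ratio past 1.5-fold, 60 had a 95% interval past the threshold, while this held for 12 of 43 introns. At 2-fold, 32 exons and 21 introns were left. These intervals leave out the variation between brains. From the low coverage over most of the gene, the paper reasons that a statistical comparison of feature usage is challenging.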

It is also unclear whether current read count normalization techniques, which are necessary to adjust read counts for library size differences to make them comparable, are appropriate for the normalization of the counts in this context. 

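The counts in the files are not adjusted for library size, and the total number of reads of each library outside HTT was not in the files analysed here. Aligned bases per brain in HD and PD were 0.749 and 0.809 times those in C. Without exon 67 the exonic bases were 0.601 and 0.614 times those in C, and intronic bases were 0.751 and 0.748 times. The choice of denominator changed the comparison between conditions. With coverage per brain, 62 exons and 43 introns had an HD/C or PD/C ratio past 1.5-fold. Relative to the total exonic bases of each condition there were 40 exons and 32 introns, and relative to the median exon ratio 3 exons and 36 introns. With exonic bases other than exon 67 as the denominator, an alternative chosen after seeing the data, there were 7 exons and 28 introns. The median HD/C ratio of exons was 0.555 per brain, 0.742 relative to total exonic bases and 0.923 relative to exonic bases without exon 67. For PD/C it was 0.517, 0.635 and 0.842. For introns the direction changed with the denominator. Their median HD/C ratio was 0.698 per brain, 0.932 relative to total exonic bases and 1.16 relative to exonic bases without exon 67. Relative to the median exon ratio it was 1.26. The median PD/C ratio of introns was 0.683, 0.839, 1.11 and 1.32 in the same order. The counts of introns past 1.5-fold take both directions together. Each ratio compares 1 pool with 1 pool. The paper holds that it is unclear whether normalization by library size is appropriate for such counts.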

For all of these reasons, we did not seek to identify differential splice pattern usage between conditions. We suggest that wet lab experiments would be a more reliable method to identify these transcripts, but this work is outside the scope of the current study.

Our data support *HTT* as having potentially many alternative splice forms, in agreement with the observation of high levels of AS in humans in general [8], and further investigation into isoforms that may contain the AS events detected here may shed light into the function of this gene and whether these AS events contribute to the pathogenesis of HD.

## Methods

mRNA-Seq from whole-tissue homogenate of post mortem human brain samples from HD, PD, and C individuals were prepared and sequenced as previously described [9]. 101nt paired end sequencing reads (performed on an Illumina’s HiSeq 2000 system at Tufts University sequencing core facility, http://tucf-genomics.tufts.edu/) were first quality-trimmed using the sickle software package [10], aligned to the hg38 human reference[11] with STAR[12], where multimapped reads were assigned unique locations with ORMAN[13]. Only reads aligning primarily to the HTT region were retained for analysis. BAM files containing HTT-aligned reads were merged within each condition and across all conditions using samtools. Prior to initiating our study we reviewed the available methods and found that none of those that we could identify were able to adequately perform this analysis (see S1 Text). We therefore designed and implemented our own method as follows. For counting aligned bases, aligned reads were mapped to *HTT* introns and exons using the GENCODE v21 [6,7] transcript HTT-001 annotation and every aligned base was counted and binned on the feature level using a custom python script. For detecting splicing events, a custom python script was used to analyze all HTT reads. A splicing event is defined as a contiguous span of gap greater than 9 bases in a read alignment along with the specific start and stop locations of the gap. All splicing events with a support of at least 10 reads in the superset were reported. Figures were generated using custom python scripts in ipython notebook [14]. The data used in this paper is publicly available in GEO under accession GSE71191. The code used to perform the analysis and generate all plots is available at https://github.com/adamlabadorf/HTT_AS.

This study has been designated exempt (Protocol # H-28974) by the Boston University School of Medicine Institutional Review Board, as no human subjects were studied and all data are derived from post-mortem human brain specimens.

## Supporting Information

S1 Text Evaluation of existing alternative splicing event detection algorithms and intronic read coverage. Plots of additional previously reported and novel splicing event loci (**Figs A-K**).
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

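RNA from the prefrontal cortex of post mortem brains was measured in 3 conditions, HD, PD and C. The authors selected mRNA by its poly-A tail, sequenced 101 nt read pairs, trimmed them with sickle, aligned them to hg38 with STAR, gave multimapped reads 1 location with ORMAN, kept reads aligning to HTT and merged them within each condition. The authors deposited raw counts of aligned bases for each of the 67 exons and 66 introns of the canonical transcript of GENCODE v21, as 1 table per condition and without normalization. There was 1 merged table for 50 C brains, 1 for the HD brains and 1 for 29 PD brains. The paper gives 28 HD brains and the series design text 29, and 28 was the main setting.

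From these counts, average coverage was computed as aligned bases divided by feature length (end minus start) and by the number of brains, and the superset value as the sum of the 3 conditions, as in Fig 1B. Intron coverage was also expressed as a percent of the mean of the 2 flanking exons. Aligned bases divided by 101 gave read equivalents, from which Wilson 95% intervals of shares and ratios were computed. The pools held 500507 (C), 209903 (HD) and 234952 (PD) read equivalents. The smallest detectable coverage was taken as that of 3 read equivalents, and ratios were ranked among features with at least 10 in each pool. Bases of 1 read, and both reads of a pair, are not independent, so the intervals are narrower than the true uncertainty; an alternative took a read pair as the unit of depth. With 1 pool per condition there were no replicates, a model across samples could not be fitted, and no comparison between conditions was tested against the spread between brains. Correlations across exons or introns were tested by permutation with 100000 resamples and adjusted by the Benjamini-Hochberg method within each family of relations.

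Besides every feature the paper names, the text names exon 1, intron 1 and the last exon, the introns above the lowest of the 6 introns highlighted in Fig 1B (at most 5), and the 5 exons and 5 introns with the largest HD/C or PD/C ratios in either direction. This rule, the tests and most alternatives were set before the processed files arrived. The exceptions are the tests stated below to have been made after the data or a result were seen. The alternatives covered the number of HD brains, pooling, leaving out each pool, the reference exons, the normalization of the condition ratios, the fold threshold (1.25 and 2), the depth filter, the exons at each end and the limit for short introns (250 and 350 nt). Exact feature lengths, exonic bases without exon 67 and a comparison of intron 1 with its flanking exons were added after the files were seen. Sequence and annotation came from hg38 and GENCODE v44. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data, in which 100% of 20 changed features were recovered and 0 unchanged features were called. Of the 95% intervals, 96.9% held the simulated ratio. The simulated reads were independent Poisson draws, as the intervals assume. The changes were well past the 1.5-fold threshold and placed only in features above the depth filter. Dependence between reads and variation between brains were not simulated. The simulation thus checks the calculation and not how well the intervals suit the real pools. Splice junctions, the other genes of the supplement and single brains were not analysed here. The files used hold only feature counts of HTT per pool. The paper lists its splicing events as separate processed data, which were not used.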

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

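The paper marks 6 introns with high coverage. Another 3 introns, which the paper does not name, had a superset coverage above the lowest of the 6 (intron 12, 3.097) and far above the coverage that 3 read equivalents in the smallest pool would give. Intron 61 had 4.29 from 2995 read equivalents, where the smallest detectable value was 0.00560. Intron 62 had 3.604 from 229 read equivalents, against 0.0648, and intron 59 had 3.15 from 1027 read equivalents, against 0.0123. They ranked 4, 5 and 8 of the 66 introns.

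The 3 introns lie near the 3′ end, where exon coverage is highest, so a technical explanation is the 3-prime coverage skew of poly-A selected libraries. If the skew were the cause, the introns would no longer rank above the highlighted ones once divided by their flanking exons. On that scale introns 61, 62 and 59 were at 2.23%, 1.61% and 1.87%, in places 11, 18 and 14, all below the lowest highlighted intron, intron 49 at 3.098%. The high coverage of these introns may reflect the skew. The test cannot decide this, because division by the high exon coverage near the 3′ end lowers any intron there, whatever the source of its reads. Overlap with other annotated exons is another explanation: 84.9% of intron 62 lies in an exon of a retained-intron transcript in GENCODE v44, while introns 61 and 59 have no such overlap. The GC content of introns 61, 62 and 59 was 60.8%, 56.6% and 54.7%. Whether pre-mRNA contributes could not be examined with counts per feature. No biological explanation was tested.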

How the results depend on the processing

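Of 77 recomputed values for 12 results, 51 stayed within the interval of the main value or, for counts, within 1.5 times it. The number of highlighted introns among the 6 highest, Spearman's rho of exon coverage with exon number and the number of introns shorter than 300 nt were unchanged in this sense under every alternative. Using 29 HD brains or exact feature lengths moved none of the results recomputed in that way past these limits. Neither setting was applied to every result. The exact lengths, the normalization to exonic bases without exon 67 and the comparison of intron 1 with its flanking exons were chosen after seeing the data.

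Leaving out a pool changes the weight of the conditions. Without the C pool, the highest to median intron ratio was 29.0 (main value 24.1), intron 9 was at 14.9% of its flanking exons (main 13.3%) and intron 10 at 51.9% (main 41.3%). Without the HD pool, intron 10 was at 35.8% and the share of intronic bases in the 6 highlighted introns 42.8% (main 44.1%). Without the PD pool, intron 9 was at 12.4% and that share 45.1%. Pooling all bases, as the superset of the paper's pileup does, weights C more and put intron 10 at 38.3%. The shifts of intron 10 could follow from the exons, since per brain it had nearly the same coverage in C and HD while the exons around it were higher in C. The highest to median ratio and the share in the 6 introns do not use exon coverage, so the exons cannot account for their shifts. Against the upstream or the downstream exon only, intron 10 was at 38.9% or 44.02%.

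Dividing introns by their flanking exons removes the rise toward the 3′ end. It raised the highest to median ratio to 54.9 and lowered the number of introns 57 to 66 above the median from 10 to 6. It moved the HD to PD ratio of intron 1 from 0.956 to 1.38. With coverage in place of bases, so that long introns weigh no more than short ones, the share in the 6 introns was 42.4%. The ratio of the last 10 to the first 10 exons (9.30) was 15.3 with 5 exons, 6.66 with 20 exons, 8.41 without the last exon and 7.88 for medians. The rise is steep at both ends, so fewer exons gave a larger ratio.

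The number of exons past 1.5-fold between conditions depended most on normalization. It was 62 per brain, 40 relative to total exonic bases, 7 relative to exonic bases without exon 67 and 3 relative to the median exon ratio, and 32 at 2-fold. Scaling removes a difference common to all exons, and the per-brain ratios of nearly all exons were low together. Of the introns, 43 were past 1.5-fold in either direction per brain, 28 relative to exonic bases without exon 67 and 21 at 2-fold. Depth limited the introns: 12 had an interval past the threshold, and 6 with a read pair in place of a read as the unit of depth.

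The replicate block was not run because each condition has 1 merged pool and no test across samples was made.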

Differences from the paper's values

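No value that the paper states in its text or shows in Fig 1B, where it was readable, differed from the computed value by more than 1.5 times. The 17 bar heights read by eye from Fig 1B were within a factor of 1.04 of the computed coverage. Some statements did not match the values or could not be compared with them directly.

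The paper describes transcripts in introns 9 and 10 as close to the flanking exons in depth. Averaged over the whole intron, coverage was 13.3% of the flanking exons in intron 9 and 41.3% in intron 10. With all reads pooled, as in the superset of the paper's pileup, the values were 12.8% and 38.3%. Depth at single positions was not measured, so these averages cannot decide whether parts of the introns reach the depth of the exons. No alternative raised intron 9 above 14.9% or intron 10 above 51.9%. Single pools went higher, with intron 9 at 16.0% in the PD pool alone and intron 10 at 57.3% in the HD pool alone.

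The paper sees no feature with an evident bias toward a condition. Per brain, C had the largest part of all 67 exons, and 62 exons had an HD/C or PD/C ratio past 1.5-fold. Relative to the median exon ratio, 3 exons were past it, of which 1, exon 1, was also past it per brain and 2 were not. The HD/C ratio of exon 1 was 0.287 per brain and 0.517 relative to the median exon ratio.

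The paper marks introns 9, 10, 12, 41, 49 and 58 for their coverage. Introns 61 and 62, at 4.29 and 3.604, were above introns 49, 41 and 12, at 3.37, 3.33 and 3.097, in the superset. Relative to their flanking exons, an alternative set before the files arrived, the highlighted introns were the 6 highest.

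In the text, the paper describes a junction between exon 9 and the middle of intron 9, without naming a panel. It was taken here to be the junction of Fig 2A, which the paper does not state. The paper's Table 1 coordinates for Fig 2A correspond to an intron from 3122937 to 3124249. That intron begins at the first base of intron 10 and ends inside intron 10.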

Other observations

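The patterns below were looked for or noticed in the deposited counts and tested on the same counts, so any explanation is a hypothesis. Unless stated otherwise, the prediction for each test was written before its result was seen.

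HD/C and PD/C exon ratios rose toward the 3′ end. Spearman's rho with exon number was 0.681 for HD/C and 0.810 for PD/C over 67 exons (permutation p = 1e-05 for each, the smallest that 100000 resamples can give; adjusted p = 2.44e-05 over 22 relations). The median HD/C ratio was 0.532 in the first 10 exons and 0.676 in the last 10, and the median PD/C ratio 0.481 and 0.740. The rise was uneven. The lowest HD/C ratio was in exon 1, at 0.287, but the lowest PD/C ratio was in exon 16, at 0.354, against 0.484 in exon 1. The predictions for this pattern were made after it was seen. Poor alignment of reads of the expanded CAG repeat would lower only HD and only the exons near the repeat, but for exons 3 to 67 rho was still 0.651 for HD/C, and PD/C rose too. Fragmented mRNA captured by its poly-A tail in the HD and PD pools would leave introns near the 5′ end less lowered than the exons, provided that intronic reads come largely from other molecules than the exonic reads, which was assumed and not tested. The median HD/C ratio of introns 1 to 10 was 0.908 and the median PD/C ratio 0.832, both above those of the first 10 exons, and neither intron ratio rose with intron number (rho -0.245 for HD/C, permutation p = 0.0474 and adjusted p = 0.0745, and -0.0822 for PD/C, permutation p = 0.513). If that assumption holds, differences in RNA integrity between the pools may contribute, and exon-by-exon ratios between conditions cannot be told apart from this technical explanation. RNA integrity itself, library batches and a difference in splicing were not tested, and 1 pool per condition gives no measure of the spread between brains.

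Exon 1, which holds the CAG repeat, had the lowest HD/C ratio of all exons, 0.287, while 27 exons had a lower PD/C ratio than exon 1. This was the pattern predicted if reads of the expanded CAG repeat align poorly, which may account for the low value. The 3-prime coverage skew was weighed after the result was seen: compared with the PD pool, which is skewed too, exon 1 of HD still had the lowest ratio of all exons, 0.594, and exon 2 had 0.741, while the median of exons 3 to 67 was 1.07. Lower expression of exon 1 in HD could not be separated from poor alignment with counts per exon, and the low ratio of exon 2 is not explained by the repeat itself unless reads or read pairs reaching into exon 1 were lost.

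Incomplete splicing of exon 1 in HD would raise intron 1 in HD over PD. Intron 1 (chromosome 4, 3075089 to 3086938) had an HD/C ratio of 1.22 (95% interval 1.04 to 1.42) and a PD/C ratio of 1.27 (1.09 to 1.48). The ratio of HD to PD was 0.956, and 41 of the 66 introns had a higher one, so coverage per brain gave no increase of intron 1 in HD over PD. Relative to its flanking exons, a comparison added after the data were seen, intron 1 was highest in HD, at 4.47% (3.69% to 5.42%), against 3.24% (2.75% to 3.82%) in PD and 1.29% (1.15% to 1.45%) in C. On that scale the ratio of HD to PD was 1.38, and 10 of the 66 introns had a higher one, which is outside the highest 5% of introns that the prediction called for. The 2 scales thus differ in direction, and the flanking exons 1 and 2 are themselves the lowest in HD/C, so an HD-specific increase was neither established nor excluded. The files have 1 value for the whole of intron 1, and an increase limited to its first part would be diluted.

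Variation between introns was compared with 5 properties. The 3-prime coverage skew would leave little variation relative to flanking exons, but the highest intron was still 381 times the lowest on that scale, although coverage itself rose with intron number (rho 0.596, permutation p = 2e-05, adjusted p = 4.4e-05). For intron length, rho with coverage was -0.184 (permutation p = 0.138). Coverage itself had a rho of 0.246 with GC content (permutation p = 0.0461, adjusted p = 0.0745) and of -0.111 with the longest run of A (permutation p = 0.375). Relative to flanking exons, rho was -0.0435 for GC content (permutation p = 0.729) and 0.00961 for the longest run of A (permutation p = 0.939). Poly-A selection of A-rich intronic sequence would act on such runs. A rank correlation over all introns can miss capture at a few long runs, so this was not excluded. The longest runs were in introns 41 (24 nt), 27 (23 nt) and 9 (22 nt), of which 41 and 9 are highlighted. In the highlighted introns 10, 12, 49 and 58 they were 11, 8, 5 and 4 nt. The share of an intron inside exons of other HTT transcripts in GENCODE v44 was examined after the data were seen. Its rho with coverage relative to flanking exons was 0.521 (permutation p = 1e-05, adjusted p = 2.44e-05). Only 14 of the 66 introns have such overlap, and all 6 highlighted introns are among them. A candidate explanation is that reads in these introns come from the annotated retained-intron transcripts. The size of the overlap did not by itself set the coverage. Introns 13, 39 and 58 lie wholly inside such exons and were at 2.15%, 3.06% and 6.21% of their flanking exons. Intron 10, with 20.3% overlap, was at 41.3%. In introns 6, 22 and 31 the overlapping transcripts are not classed as retained introns. The annotation itself was built from transcribed sequences, so abundant partly spliced RNA could produce the same relation, and pre-mRNA was not measured separately. Of the 66 introns, 65 begin with GT in hg38 and 1, intron 9, begins with GC. Whether this donor affects splicing of intron 9 was not tested.

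For the paper's Table 1 coordinates, the reference bases at the intron ends were read from hg38. All 8 canonical junctions had GT and AG ends. Of 12 alternative junctions, 10 use a splice site outside the canonical transcript, and 100% of these sites had GT or AG. An alignment artifact would be expected to give few such sites. Aligners such as STAR favour these dinucleotides, however, so an artifact could not be excluded by this test. For the new donors of panel D the annotation holds further information. In GENCODE v44, transcripts HTT-217 and HTT-218 overlap intron 31 by 200 and 87 nt. The new donors of panel D lie at these same distances from the canonical donor. The remaining new sites were not compared with annotation. The new acceptors in panels E and F that lie 3 and 5 nt from a canonical acceptor also have AG.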
